A study of Mus musculus with 2 samples. Its data were reported in "Maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling leading to worsened allergic airway inflammation in murine adult offspring" (2025).

How the data were processed

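Type 2 innate lymphoid cells (ILC2s) are tissue lymphocytes that release type 2 cytokines and carry ST2, the IL-33 receptor encoded by Il1rl1. Live CD45-positive, lineage-negative, ST2-positive cells were sorted from the lungs of mouse fetuses at gestation day 18. The mothers had drunk water with dexamethasone (DEX, a synthetic glucocorticoid, 1.3 µg/ml) or with phosphate-buffered saline (PBS) from gestation day 12. Lungs were pooled by litter, with 8 fetuses in litter DEX-1, 9 in DEX-2, 5 in PBS-1 and 8 in PBS-2. Each litter was stained with its own hashtag antibody, whose barcode is read together with the RNA, and all litters were loaded into 10x Genomics 5′ single-cell libraries.

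The authors counted unique molecular identifiers (UMIs) with Cell Ranger multi, and the deposited values are raw UMI counts per gene and barcode, with the hashtags in the same matrix. The aligner settings and the genome build are not given in the sources used here. The matrix held 32285 genes and 4 hashtags over 10648 barcodes, with 119146805 gene UMIs and 8754715 hashtag UMIs. The hashtag rows were matched to the antibodies named in the labels by their number, since the matrix names them otherwise. Gene positions were taken by Ensembl identifier from GENCODE M21 (GRCm38), which held 99.8% of the gene rows, and they serve for location only.

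Barcodes with fewer than 200 genes or more than 5% mitochondrial UMIs were left out, the limits the study states. Of the barcodes, 13 lay under the gene minimum and 231 above the mitochondrial limit, and 10409 passed both. Litters were called with HTODemux of Seurat 5.3.0 at a positive quantile of 0.99. Among passing barcodes 7268 carried 1 hashtag, 736 carried more and were dropped as doublets, and 2405 carried none and were not used. MULTIseqDemux with automatic thresholds and a rule that the top tag have at least 10 UMIs and 3 times the next tag were the alternatives. Over all 10648 barcodes, before the filters, 0 of 6972 singlets under both methods changed litter under MULTIseqDemux and 1 of 7347 under the ratio rule.

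Doublets within a litter share a hashtag. Scrublet was planned for these, but its own threshold marked 1 of 10409 barcodes and 0.136% of the hashtag doublets, so the caller did not work at that setting and the planned removal was not counted as an alternative. Its score still separated hashtag doublets from singlets, with an area under the curve of 0.858. A threshold was therefore added after this was seen, at the share of same-litter doublets expected from the hashtag doublets, 3.38% of singlets; it marked 30.7% of the hashtag doublets and 9 ILC2-like cells. This threshold served only as an alternative, and in the comparisons reported same-litter doublets were not removed.

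Cells were normalized to 10000 UMIs, log-transformed and clustered with scanpy 1.11.5 on 2000 variable genes, 20 principal components and 15 neighbours, with Leiden clustering at a resolution of 0.5. Gata3, Nr3c1, Il1rl1, the sex-linked genes and the gene lists under test were kept out of the clustering. Clusters were named from markers of 14 cell types fixed before the data were examined. The naming limits were set after the clusters were seen: at least 3 markers each in 25% of cells, a mean marker share of at least 30%, a next type at no more than 60% of the best, and no other type with more markers among the 10 leading genes. Clusters that failed were left unnamed and held 11.5% of singlets. The authors' own cell annotation was not used here, so the class names are rebuilt, and a difference from the study may come from them. The larger ILC2-like cluster (1689 cells) was led by Tcrg-C1, Ikzf3, Gpr25, Cxcr6 and Il2ra, and the smaller (388 cells) by cell cycle genes such as Nusap1 and Birc5. Basophil or mast-like clusters were led by mast cell genes such as Cma1, Mcpt4 and Tpsab1, by Mrgprb1, by Gzmb and Scin, or by Ccl3 and Ccl4. All litters were loaded together, so free RNA was common to them. A UMI of the epithelial gene Sftpc was found in 63.4 to 86.0% of cells of the named clusters that are not epithelial-like.

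The litter was the replicate, with 2 per group. A figure legend of the study gives fewer mothers per group for this experiment than its methods, the sample labels and the hashtags do; the hashtags were followed, and every test over litters rests on this. UMIs of ILC2-like singlets were summed per litter and tested with the quasi-likelihood F-test of edgeR 4.0.16 (TMM scaling, filterByExpr, two-sided), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of its F statistic. Litter values are UMI counts scaled to the library total (CPM) after TMM scaling. Gene sets were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, beside fry and camera with an estimated correlation, with p adjusted over the 7 lists. The activation, proliferation, glucocorticoid (GC) signature and DEX exposure lists were the study's, and the DEX exposure list was chosen by the study on these cells. Of 178 distinct symbols in the GC signature 171 were matched, 22 of them through RefSeq synonyms. The glucocorticoid receptor (GR) target, dissociation, type 2 cytokine and hypoxia and glycolysis lists were written before the data were examined.

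For shares of cells, each cell was thinned to 2000 UMIs with a random stream of its own, and shallower cells were left out. A cell counted as cycling with at least 2 UMIs over 8 cell cycle genes. Shares were compared by exact permutation of the litters, two-sided, which with 2 litters per group gives 6 labelings. Subclusters were compared by the total variation distance, the sum of the positive differences in percentage points between the mean shares of the groups.

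Genes named in the text followed a rule fixed in advance. Gata3, Nr3c1, Il1rl1, Fkbp5, Tsc22d3, Per1, Zbtb16, Il5, Il13, Areg and Csf2 were always named. To these were added the 5 largest rises and 5 largest falls among called genes whose DEX litters both lay on one side of both PBS litters, at a mean of at least 10 CPM, without cell type markers, sex-linked, mitochondrial, ribosomal, hemoglobin and unnamed gene models. Any other gene named was chosen after its values were seen.

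The test was tried on 5 simulated sets drawn from the means, depths and dispersion of the 10647 tested genes in the DEX against PBS comparison, with 200 genes changed by 1 on the log2 scale. It recovered 79.3% of these genes, 4.70% of the calls were false, and with no gene changed it made 0 calls on average. The dispersion was the trend over expression, so no simulated gene had a litter spread of its own. The planted change was larger than the median of 0.64 among called genes. These rates therefore need not hold for smaller changes or for genes with a wide litter spread. Alternatives covered scaling, filters on low genes, a replicate block, leaving out each litter, hashtag calls, the cells used, the mitochondrial limit, depth, cell numbers, cluster resolution and the test (DESeq2 1.42.0 and limma-voom). The planned comparisons and alternatives were fixed before the data were examined. The comparison with basophil or mast-like cells, the test over single cells and the tests of sex, markers and subclusters were not among them. Other tools were Python 3.11.15, R 4.3.3 and igraph 0.11.9. Intervals and floors cover counting error only.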

Results

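Single-cell RNA sequencing was performed on sorted fetal lung cells of 2 litters from DEX-treated mothers and 2 litters from PBS-treated mothers. After filtering, 1737 singlets were assigned to DEX-1, 1888 to DEX-2, 1753 to PBS-1 and 1890 to PBS-2. Total UMIs over these singlets were 18748208 for DEX-1, 21265186 for DEX-2, 18665955 for PBS-1 and 23660294 for PBS-2. The median UMIs of the litter's own hashtag ranged from 437 in DEX-1 to 1274 in DEX-2, against 8 to 11 for the next tag.

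Although the gate was set for ILC2s, ILC2-like cells were not the most numerous class. Of the singlets, 2077 (28.6%) were ILC2-like and 3226 (44.4%) were basophil or mast-like, while epithelial-like, endothelial-like, mesenchymal-like and B-like cells made up 6.22%, 3.82%, 2.79% and 2.74%. The ILC2-like share was 31.8% in DEX-1 (95% Wilson interval 29.6 to 34.0%) and 24.1% in DEX-2 (22.2 to 26.1%), which enclosed the shares of 28.0% in PBS-1 (26.0 to 30.2%) and 30.6% in PBS-2 (28.6 to 32.8%). Unnamed clusters took 9.73% of DEX-1, 10.3% of DEX-2, 10.3% of PBS-1 and 15.2% of PBS-2. These shares are set by the sort and do not describe the lung.

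**Figure D1:**
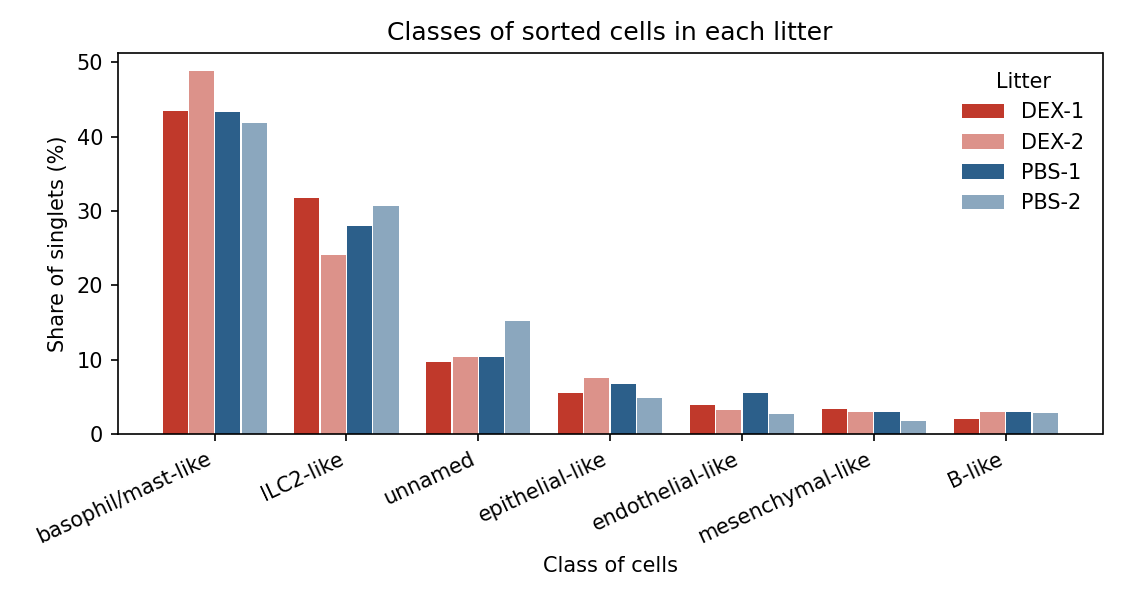
Share of singlets (y axis, percent) in each class of cells (x axis) for the DEX and PBS litters, 1 bar per litter. Basophil or mast-like cells form the tallest group in all 4 litters, from 41.9% in PBS-2 to 48.8% in DEX-2.

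The comparison of DEX with PBS in ILC2-like cells asks which genes differ in fetal ILC2s after the mother received a glucocorticoid. The sums held 4706842 UMIs over 552 cells for DEX-1, 3794820 over 455 cells for DEX-2, 3938038 over 491 cells for PBS-1 and 5218120 over 579 cells for PBS-2, so that 3 counts correspond to between 0.575 and 0.791 CPM. By edgeR's quasi-likelihood test, 258 of 10647 genes had an adjusted p under 0.05, of which 121 were higher and 137 lower in DEX litters. The median absolute log2 fold change of these genes was 0.64, and 55 of them changed by 1 or more. Both litters of one group lay above both of the other for 257 of the 258 genes, and for 42.4% of all tested genes, where chance gives 33.3%. The exception was the hemoglobin gene Hbb-bs, named after its values were seen, which reached 129 CPM in DEX-1 against 3.22 in DEX-2, 3.78 in PBS-1 and 3.85 in PBS-2. DESeq2 called 121 genes, all among the 258, and limma-voom called 248, of which 240 were shared. With no filter on low genes 518 genes were called, and all 258 were among them. When all singlets were summed in place of ILC2-like cells the count fell to 3 genes (Actc1, Hpgd and Myl7, named after their values were seen), none of them among the 258. It rose to 417 without DEX-1, 394 without PBS-1 and 422 without PBS-2, of which 222, 232 and 211 were among the 258.

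**Figure D2:**
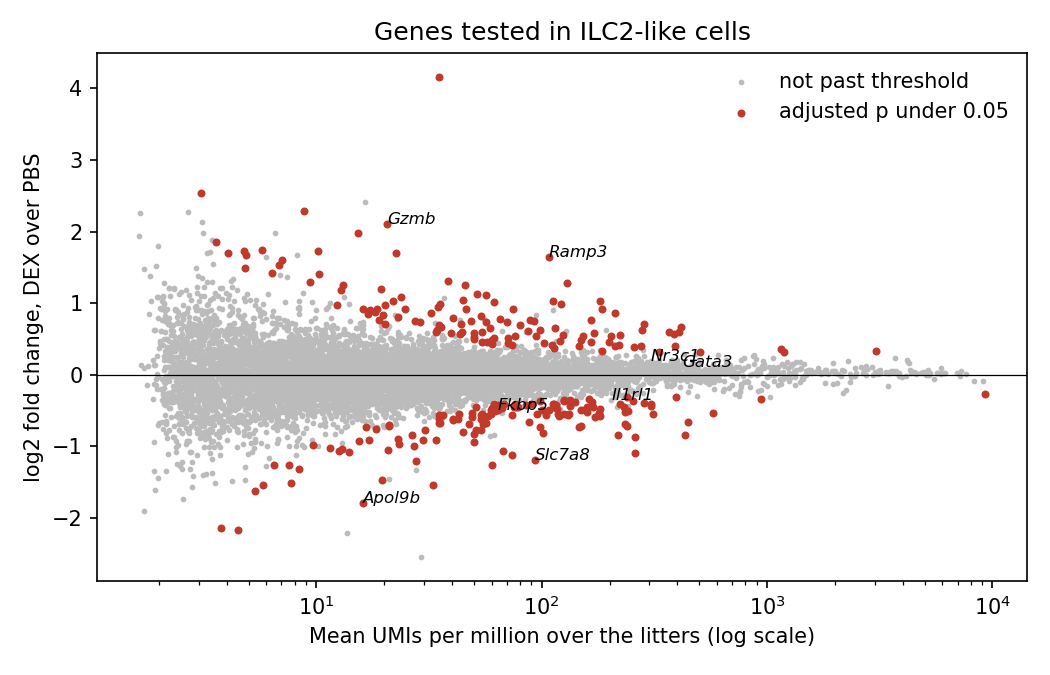
Log2 fold change of DEX over PBS (y axis) against the mean CPM over the litters (x axis, log scale) for the 10647 genes tested in ILC2-like cells, with the 258 genes past an adjusted p of 0.05 in red. Gata3, Nr3c1 and Il1rl1 lie among the grey points, and the highest red point is Hbb-bs, which came from 1 litter.

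The outcome genes of the study were compared in the same fit. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034, GRCm38) measured 435 ± 3.46 CPM in DEX and 403 ± 5.16 CPM in PBS litters (mean ± SD, n = 2 each). Its log2 fold change of 0.11 ± 0.07 (SE) did not pass, with an edgeR adjusted p of 0.573, although both DEX litters lay above both PBS litters. Nr3c1, which encodes the glucocorticoid receptor (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421), was 324 ± 13.5 CPM in DEX and 284 ± 5.20 CPM in PBS litters. The DEX litters were again both higher, by 0.19 ± 0.07 on the log2 scale, and the edgeR adjusted p was 0.272. Il1rl1 (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415) was lower in both DEX litters, at 179 ± 24.5 against 228 ± 12.0 CPM, with a log2 fold change of -0.36 ± 0.09 and an edgeR adjusted p of 0.0707. Its protein was the sort gate, which limits its range. Before adjustment the edgeR p was 0.129 for Gata3, 0.0214 for Nr3c1 and 0.00203 for Il1rl1. Unadjusted p lay under 0.05 for 1317 tested genes, and no adjustment over the outcome genes alone was made. With no filter on low genes Il1rl1 passed the threshold at an unchanged log2 fold change of -0.36, on the same litter counts. Its standard error fell there from 0.094 to 0.086. The log2 fold change was -0.50 without DEX-2 and -0.41 without PBS-1.

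The share of ILC2-like cells with a Gata3 UMI, after thinning to 2000 UMIs, was 57.6% in DEX-1, 60.1% in DEX-2, 57.1% in PBS-1 and 53.2% in PBS-2, against 1.08% of B-like cells, which should lack it. Before thinning, 88.4% of ILC2-like cells (median 7180 UMIs) and 1.51% of B-like cells (median 3528 UMIs) held a Gata3 UMI. For Nr3c1 the thinned shares were 51.2% in DEX-1, 44.6% in DEX-2, 42.7% in PBS-1 and 41.0% in PBS-2, and B-like cells gave 13.0%. Before thinning they were 84.2% in ILC2-like and 20.1% in B-like cells.

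Among widely used GR targets, Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) was lower in DEX litters, at 52.7 ± 6.17 against 75.1 ± 7.27 CPM, with a log2 fold change of -0.50 ± 0.11 and an edgeR adjusted p of 0.0341. Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) was higher, at 65.9 ± 2.73 against 48.1 ± 1.54 CPM, with a log2 fold change of 0.45 ± 0.10 and the same edgeR adjusted p of 0.0341. Both calls depended on single litters: Fkbp5 did not pass without DEX-2 (-0.39) or without PBS-1 (-0.41), nor Zbtb16 without DEX-2 (0.41) or without PBS-2 (0.41). Zbtb16 was also lost in 8 other alternatives, among them all singlets, where it was -0.01. Tsc22d3 and Per1 differed by less than their error, with log2 fold changes of 0.11 ± 0.12 and 0.01 ± 0.09 and edgeR adjusted p of 0.789 and 0.989. Over the 17 tested genes of the GR target list, 4 passed over all genes, with Errfi1, Sgk1 and Zbtb16 higher and Fkbp5 lower, and 4 passed adjusted over the list alone.

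**Figure D3:**
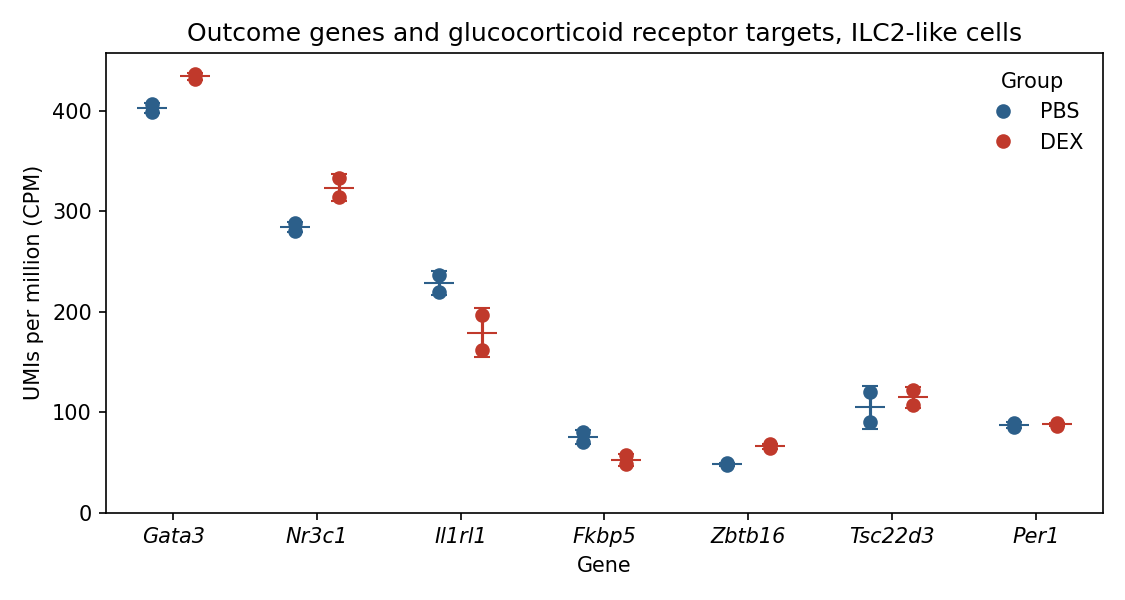
CPM (y axis) of outcome genes and GR targets (x axis) in ILC2-like cells, with 1 point per litter, a bar at the mean and error bars of 1 SD for PBS and DEX (n = 2 each). Of the genes shown, Fkbp5 and Zbtb16 passed the adjusted threshold, Fkbp5 with both DEX litters lower and Zbtb16 with both higher.

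Of the type 2 mediators, Il13 (183 ± 41.1 against 247 ± 47.6 CPM), Areg (923 ± 6.90 against 1139 ± 160 CPM) and Csf2 (206 ± 64.2 against 276 ± 84.7 CPM) had lower means in DEX litters. Their log2 fold changes were -0.44 ± 0.14, -0.30 ± 0.09 and -0.44 ± 0.19, and none passed over all genes, with edgeR adjusted p of 0.136, 0.0925 and 0.340. The calls depended on single litters: Il13 passed without DEX-2 (-0.69) and without PBS-1 (-0.63), Csf2 without DEX-2 (-0.79) and without PBS-1 (-0.72), and Areg without PBS-1 (-0.44). The falls were smaller for Il13 without DEX-1 (-0.22) and without PBS-2 (-0.24), for Csf2 without DEX-1 (-0.14) and without PBS-2 (-0.09), and for Areg without PBS-2 (-0.16). With no filter on low genes Il13, Areg and Csf2 also passed, at unchanged log2 fold changes of -0.44, -0.30 and -0.44. Their litter counts were the same there and their standard errors smaller, for Csf2 0.083 in place of 0.19. These passes thus add no evidence on the litters. Il13 also passed after thinning to one depth (-0.59) and Areg under the ratio rule for hashtags (-0.31), while Csf2 was -0.10 after thinning. Il5 rested on 1 litter: it was 20.3 CPM in DEX-1, 82.1 in DEX-2, 13.1 in PBS-1 and 32.4 in PBS-2. Its log2 fold change of 1.08 ± 0.47 had an edgeR adjusted p of 0.351 and became -0.21 without DEX-2. It was 1.80 without DEX-1, 0.61 without PBS-1 and 1.91 without PBS-2. With no filter on low genes Il5 passed at 1.07, where its standard error fell from 0.47 to 0.15 on the same litter counts. Of 6 tested genes in the type 2 cytokine list, 1, Il4, was called over all genes, lower in DEX, and 5 passed adjusted over the list alone, 1 higher and 4 lower.

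The genes with the largest rises were Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260), Palld (ENSMUSG00000058056, chromosome 8, 61511433 to 61902690), Ovol2 (ENSMUSG00000037279, chromosome 2, 144305175 to 144332146), Tyrobp (ENSMUSG00000030579, chromosome 7, 30413760 to 30417585) and Ramp3 (ENSMUSG00000041046, chromosome 11, 6658521 to 6677475). Gzmb rose from 8.02 ± 5.07 CPM in PBS to 33.0 ± 1.46 CPM in DEX litters, a log2 fold change of 2.11 ± 0.27 with an edgeR adjusted p of 0.00065. The size of this rise depended on the PBS litters, at 2.88 without PBS-1 and 1.495 without PBS-2, and was 1.32 with equal subcluster shares, 1.45 in cells not cycling and 1.51 under the ratio rule. The call was lost in cells with a Gata3 UMI, in cells not cycling, over all singlets and by DESeq2. Ramp3 was the most abundant of them, at 163 ± 26.0 against 52.0 ± 3.20 CPM, with a log2 fold change of 1.64 ± 0.12 and an edgeR adjusted p of 4.63e-06. Reads of Gzmb could be shared with close copies in its gene family, so its size is uncertain. Gzmb also leads a basophil or mast-like cluster, so RNA or cells of that class may contribute to its rise. Palld, Ovol2 and Tyrobp rose by 1.98 ± 0.20, 1.72 ± 0.24 and 1.71 ± 0.25 on the log2 scale. The rise of Tyrobp was 0.94 under the ratio rule, 1.08 at a mitochondrial limit of 10% and 1.12 with MULTIseqDemux, and the gene was at 8.24 to 42.3 CPM in ILC2-like cells against 2159 to 2707 CPM in basophil or mast-like cells. The largest falls were in Apol9b, Akr1c12, Enah, Ccdc166 and Slc7a8. Slc7a8 (ENSMUSG00000022180, chromosome 14, 54722209 to 54781946) went from 130 ± 8.32 CPM in PBS to 56.6 ± 3.36 CPM in DEX litters, a log2 fold change of -1.19 ± 0.10 with an edgeR adjusted p of 1.98e-05. Enah (chromosome 1, 181896384 to 182019990) changed by -1.27 ± 0.10 and Ccdc166 (chromosome 15, 75979872 to 75982455) by -1.20 ± 0.28. Ccdc166 was -0.66 without PBS-1 and -1.65 without PBS-2, and 6 alternatives lost its call, DESeq2 and limma-voom among them. Apol9b (chromosome 15, 77729039 to 77736382) and Akr1c12 (chromosome 13, 4268176 to 4279433) changed by -1.79 ± 0.19 and -1.54 ± 0.19, but both belong to families of near-identical copies whose reads the authors' counting could have split, so their size is uncertain.

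The gene lists were compared as sets. The DEX exposure list was higher in DEX litters for all 66 of its genes, with a median log2 fold change of 0.60 and a camera adjusted p of 6.47e-39; 55 of its genes were called over all genes and 63 adjusted over the list alone. Because the study picked this list on the same cells, neither count is independent evidence. The call held under fry, with an adjusted p of 0.0498, and was lost with an estimated correlation, at 0.188. The hypoxia and glycolysis list was higher, with a median log2 fold change of 0.20 over 16 genes and a camera adjusted p of 0.00207. This call did not hold under fry, at 0.332, nor with an estimated correlation, at 0.546, nor without DEX-1 (0.496) or without PBS-2 (0.336). Of its genes Egln3, Ldha, Pgam1 and Slc2a1 were called over all genes and 6 adjusted over the list alone, all higher in DEX. Egln3, Ldha and Pgam1 are also on the DEX exposure list. Activation (median -0.07, camera adjusted p 0.251), proliferation (-0.01, 0.740), GC signature (0.03, 0.251), GR targets (0.10, 0.371) and dissociation (-0.03, 0.991) did not pass. Activation passed under a stricter filter on low genes, at 0.0306, and the direction of proliferation turned up without DEX-1 (0.585). The median crossed 0 for GC signature without DEX-2 (-0.0043), for GR targets without PBS-1 (-0.025), for proliferation without DEX-1 (0.064) and without PBS-1 (0.025), and for dissociation without DEX-1 (0.030). For the dissociation list the direction of the test was up while the median and the mean were below 0. Calls over all genes were 2 of 21 for activation (Gadd45b and Ubash3a, lower), 2 of 31 for proliferation (Hes1 and Bcl11b, lower), 8 of 144 for the GC signature and 0 of 22 for dissociation by edgeR, of which 5 had an unadjusted p under 0.05. Adjusted over the list alone the calls were 5, 4, 10 and 0. Genes called within lists and not covered by the naming rule were named after their values were seen.

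Cycling cells were counted to compare proliferation. After thinning, 20.6% of ILC2-like cells were cycling in DEX-1, 18.6% in DEX-2, 17.6% in PBS-1 and 23.1% in PBS-2, with 3, 4, 8 and 11 shallower cells left out. The PBS litters enclosed the DEX litters, and the exact permutation p was 1. The sign of the difference changed without DEX-2 (0.252) and without PBS-2 (2.01). Without thinning the shares were 27.9%, 23.1%, 23.4% and 30.6%. Over 20 repeated thinnings the difference of DEX minus PBS was -0.414 ± 0.536 percentage points (mean ± SD over draws).

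Subclusters of ILC2-like cells were compared because the study described a different distribution of these cells. The planned clustering gave 5 subclusters, 1 of them led by Gzmb, Cd7, Dtx1 and Ms4a4b. Of its 10 leading genes, 3 (Gzmb, Lgals3 and Ms4a4b) were themselves called between the groups, so its size was compared in a clustering made without the 258 called genes, which was added after this was seen. There, the subcluster that took 91.2% of its cells held 19.9% of cells in DEX-1 and 21.3% in DEX-2, against 12.0% in PBS-1 and 10.5% in PBS-2. Several of its leading genes, such as Cd7, Trat1 and Tcf7, are also T or NK cell genes, and no ILC2 marker was among the 10. Of its cells, 83.2% held a Gata3 UMI, and averaged over the markers of a type the share with a UMI was 63.0% for ILC2s, 8.64% for T cells and 1.30% for NK cells. With the planned clustering the total variation distance between the groups was 10.3 percentage points, against 5.06 when the litters were split by number and 3.52 in the crossed split. Between single litters, which vary more than means of 2, it was 2.61 for the DEX litters and 8.58 for the PBS litters. Without the called genes the distance was 9.82, against 6.21 and 6.54 in those splits, 4.53 between the DEX litters and 12.5 between the PBS litters. The exact permutation p was 0.333 in both clusterings, the smallest that 2 litters per group can give, so this comparison cannot pass a threshold of 0.05.

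Differences between groups were set beside those between litters of one group. At 0.5 or more on the log2 scale, 1177 genes differed between the DEX litters and 1088 between the PBS litters. Pairs from different groups differed in 1431 genes (DEX-1 and PBS-1), 1254 (DEX-1 and PBS-2), 1774 (DEX-2 and PBS-1) and 1512 (DEX-2 and PBS-2).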

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

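The tests of the sort gate and of doublets were chosen after the class sizes were seen; the comparison of the classes was planned only after the clusters were named, before its values were known.

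Basophil or mast-like cells, which enter the DEX against PBS comparisons above only where all singlets were summed, made up 44.4% of singlets in a sort labelled ILC2, more than the ILC2-like cells. The paper states that it carried forward Gata3-positive ILC2s after clustering, so this share does not describe the cells it compared. Doublets with ILC2-like cells are argued against, since 1.36% of basophil or mast-like cells held a Gata3 UMI, near the 1.51% of B-like cells and far below the 88.4% of ILC2-like cells. A candidate explanation is that the gate admits any cell with ST2 that the lineage antibodies do not remove. Il1rl1 measured 454 CPM in basophil or mast-like cells, 204 CPM in ILC2-like cells and 30.4 CPM in B-like cells, which is consistent with it. RNA is not surface protein, the antibodies of the lineage mixture were not examined, and clusters with little Il1rl1 were in the sort as well, so the gate alone does not account for every class.

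The DEX difference was compared between ILC2-like and basophil or mast-like cells in a model with litter as a term and 2 residual degrees of freedom. The interaction passed for 4 of 12175 genes by edgeR's quasi-likelihood test, all at an adjusted p of 0.0359: Rnf128, Cbr2, Tubb2a and Tyrobp, the first 3 of them named after their values were seen. An identical DEX difference in both classes is argued against for these genes, though Cbr2 rests on single litters, with 32.3 CPM in basophil or mast-like cells of DEX-1 and 2.32 to 2.43 CPM in the other litters. For Tyrobp, at 2159 to 2707 CPM in basophil or mast-like cells against 8.24 to 42.3 CPM in ILC2-like cells, RNA or cells of the other class may contribute to its rise in ILC2-like cells. Among markers of that class at 10 CPM or more, Hdc, Tpsb2 and Cpa3 rose there by 0.60, 0.77 and 0.23 on the log2 scale and Cma1 fell by 0.08. Below 10 CPM, Tpsab1, Gata2 and Cd200r3 rose by 2.27, 0.76 and 0.27. None of these markers was called, which leaves this open. Rnf128 fell by 1.09 on the log2 scale in ILC2-like cells and changed by 0.07 in basophil or mast-like cells. In basophil or mast-like cells alone, 0 of 11496 genes were called by edgeR, with 450 at an unadjusted p under 0.05. As sets, the DEX exposure list (median log2 fold change 0.19, camera adjusted p 9.69e-10) and the hypoxia and glycolysis list (0.12, 0.00904) were higher in DEX litters in these cells, though neither passed under fry (0.295 and 0.381) or with an estimated correlation (0.289 for both). The count of 0 thus does not show that these cells lack a DEX difference. The called ILC2-like genes moved in the same direction there for 77.5% of 231 genes, with a median signed log2 fold change of 0.15 against 0.64. This share cannot tell a DEX difference in these cells from other differences between litters. Both classes come from the same litters and share free RNA, and no share was computed for the other splits of the litters. For the other genes a difference between classes was not shown. The basophil or mast-like class mixes several clusters whose shares vary between litters. This may widen its spread and contribute to the count of 0 in it, which was not tested; the 4 interaction genes do not decide that.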

How the results depend on the processing

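The doublet threshold, the draw to equal subcluster shares and the clustering without called genes were chosen after seeing the data; the other alternatives were fixed before the data were examined. Scrublet at its own threshold marked 1 of 10409 barcodes, did not work and was not run as an alternative.

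The number of called genes stayed within 1.5 times 258 under 14 alternatives and was at least 174 in them. It was 518 with no filter on low genes, 165 in cells with a Gata3 UMI, 3 over all singlets, 131 after thinning to one depth and 121 by DESeq2. Thinning removes UMIs and the Gata3 selection removes cells; otherwise the cause was not tested. Leaving out single litters gave 297 to 422 calls (417 without DEX-1, 394 without PBS-1 and 422 without PBS-2), of which 193 to 232 were among the 258; the lone litter of a group is then assumed to vary like the other group. A fit on 3 litters has 1 residual degree of freedom.

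Litter numbers are shared between the groups without marking a pair. The correlation of deviations from the group means for litters with the same number was 0.077. With a replicate block 270 genes were called, 222 of them among the 258. The block also moved Il1rl1 past the threshold (-0.35, adjusted p 0.035) and turned the dissociation list down (0.972). Among named genes it also moved Il5, Il13, Areg and Csf2 past the threshold, and Zbtb16 no longer passed.

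Gata3 and Nr3c1 kept their direction and did not pass under any of 22 alternatives, with log2 fold changes from 0.08 to 0.18 and from 0.14 to 0.27. Il1rl1 passed with no filter on low genes (-0.36), under the block, without DEX-2 and without PBS-1, and ranged from -0.50 to -0.22 over the litters left out. Its other alternatives gave -0.39 to -0.04 without passing.

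Of the gene lists, GC signature and GR targets did not pass under any of 21 alternatives, with adjusted p from 0.122 to 0.805 and from 0.193 to 0.828. The direction of the test stayed up in all of them, but the median fell below 0 for GC signature without DEX-2 (-0.0043) and for GR targets without PBS-1 (-0.025) and after thinning (-0.015). DEX exposure lost its call with an estimated correlation (0.188) and kept it in the other 20, at 0.0498 or less. Hypoxia and glycolysis lost it under fry (0.332) and an estimated correlation (0.546), and leaving out single litters gave adjusted p from 3.98e-05 to 0.496, above the threshold without DEX-1 or PBS-2. Activation passed, lower in DEX, under the stricter filter on low genes (0.0306) and turned up over all singlets (0.942). Proliferation turned up without DEX-1, where its adjusted p was 0.585, over a range of 0.276 to 0.844 across the litters left out, and its median was also above 0 without PBS-1 (0.025). The dissociation list, with no difference to begin with, turned down with library size only (0.998), no filter (0.844), MULTIseqDemux (0.779), a Gata3 UMI (0.767), a mitochondrial limit of 10% (0.810), equal cell numbers (0.790), cluster resolution 1.0 (0.859) and the added doublet threshold (0.732), and leaving out litters gave 0.619 to 0.943. The cause of these changes was not tested.

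The cycling difference of DEX minus PBS ranged from -3.46 to 2.01 percentage points over the litters left out and changed sign without DEX-2 and without PBS-2. The subcluster distance was 17.1 with MULTIseqDemux (6 subclusters in place of 5) and 18.8 at a resolution of 1.0 (10 subclusters), and the cause was not tested. It was 13.1 under the ratio rule (7 subclusters), 13.3 at the mitochondrial limit of 10% (6), 12.4 with the added doublet threshold (5), 9.82 without the called genes (7) and 10.254 to 11.1 over the litters left out. The distance between the PBS litters was 11.6 at the mitochondrial limit of 10% and 12.5 without the called genes, close to or above that between the groups. Litters of different groups differed in 287.75 genes on average at a threshold of 1.0, against 170.5 within groups.

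Among other named genes, Per1 changed sign with library size only (-0.0031), the ratio rule (-0.015), cells not cycling (-0.028), thinning (-0.030), equal cell numbers (-0.0029) and equal subcluster shares (-0.029), and ranged from -0.025 to 0.032 over the litters left out. Zbtb16 was -0.010 over all singlets. Tsc22d3 ranged from -0.072 to 0.339 and Il5 from -0.21 to 1.91 over the litters left out. The 10 genes with the largest rises and falls kept their direction in all 22 alternatives and all lost their call over all singlets. Calls were also lost for Gzmb in cells with a Gata3 UMI (adjusted p 0.072), in cells not cycling (0.101) and by DESeq2 (0.066), for Tyrobp in cells not cycling (0.058), for Apol9b after thinning (0.251, at a log2 fold change of -1.11), and for Ccdc166 in cells with a Gata3 UMI (0.078), with equal cell numbers (0.052), with equal subcluster shares (0.121), by DESeq2 (0.562) and by limma-voom (0.077). DESeq2 gave Ovol2 no adjusted p. Fkbp5 stayed lower in DEX in all 22 alternatives and lost its call in 7. Depth limits the lowest genes: 3 counts correspond to as much as 0.791 CPM.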

Other observations

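The meaning of abundant as at least 10 CPM was set after the markers were seen, and the draw to equal subcluster shares and the clustering without called genes were chosen after the subclusters were seen; the other tests in this part were written down before their results.

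Technical explanations for the 258 called genes were tested first. Sex make-up differed between litters, with Xist in 66.7%, 43.5%, 66.0% and 69.4% of sexed ILC2-like cells of DEX-1, DEX-2, PBS-1 and PBS-2. Within cells with Xist and no Y-linked UMI the median signed log2 fold change of the called genes was 0.664, and within cells with the reverse it was 0.551, against 0.641 over all cells. It was 0.597 when every litter was drawn to the same subcluster shares and 0.624 when every cell was thinned to the same depth. The values within sex and with equal subcluster shares argue against sex or subcluster make-up as the whole cause. Thinning leaves the expected CPM of a cell nearly unchanged, so its value says little about depth. All of these medians are over genes chosen on the same cells. Of the 258 genes, 157 stayed called with equal subcluster shares and 106 after thinning, which drop cells or UMIs. Of 20 abundant markers of other cell types 1 was called, Hbb-bs from a single litter, and 12 were higher and 8 lower in DEX. Of 39 markers at any level 2 were called, Hbb-bs and Cx3cr1. Below 10 CPM the direction was one-sided: all tested markers but Sftpb (-0.75 on the log2 scale) were higher in DEX. Among them Tpsab1 rose by 2.27, Cx3cr1 by 1.73 and Col3a1 by 1.09. The abundant markers argue against free RNA or cells of other types as the cause of most calls, but only listed markers were counted. The rise of nearly all scarcer markers goes the other way, and leaves either open as a source of some rises in DEX. So do called genes outside the list that lead clusters of other types. Gzmb and Nkg7 lead a basophil or mast-like cluster and rose by 2.11 and 0.63 on the log2 scale. Mfap4 leads the mesenchymal-like cluster and rose by 0.92. Nkg7 and Mfap4 were named after their values were seen, and such genes were not counted in either direction. Red cell RNA in DEX-1 stays a candidate source of the Hbb-bs call. The edgeR test sets the difference between groups against the spread between litters, and so between mothers, and 258 genes passed it. In the other 2 splits of the litters it called 0 (316 and 191 at an unadjusted p under 0.05, against 1317). A count of splits alone cannot exclude chance here, since 1 of 3 is the smallest share it can give. Treatment of the mother, the biological explanation that the design names, stays a hypothesis.

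The subcluster led by Gzmb and Cd7 held more of the DEX litters. The hypothesis that the subcluster is defined by genes that themselves changed was first to be judged by its leading genes. Of these 10 genes 3 were called, against 2 of 10 in each of 2 other subclusters and 0 in the remaining 2, but a larger share of the subcluster would by itself raise its leading genes, so this count decides nothing. In subclusters made without the 258 called genes, the subcluster that took most of its cells still held more of the DEX than of the PBS litters. The difference was 9.35 percentage points, with all litters apart. This argues against the called genes as the whole cause of the difference. In the other splits of the litters subclusters differed by at most 4.39 points, but each side there mixes a DEX with a PBS litter. A difference between the groups cancels in such a split, and averaging narrows the spread between litters. Between single litters, another subcluster held 14.7% of PBS-1 and 22.5% of PBS-2. Whether more cells entered a state or genes short of the threshold shifted in all cells stays open.

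A rank test over single cells, the kind of test that treats each cell as a replicate, called 727 of 6993 genes between the DEX and PBS litters at an adjusted p under 0.05, of which 211 were among those called over litters. Between the PBS litters, which had the same treatment, it called 182 genes, and between the DEX litters 29. Splitting the litters by their number called 172. These counts are consistent with cells of one litter not being independent replicates, so some calls of such a test may reflect litters and not treatment.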
